# More than just a metabolic regulator - elucidation and validation of new targets of PdhR in *Escherichia coli*

**DOI:** 10.1186/1752-0509-5-197

**Published:** 2011-12-14

**Authors:** Anna-Katharina Göhler, Öznur Kökpinar, Wolfgang Schmidt-Heck, Robert Geffers, Reinhard Guthke, Ursula Rinas, Stefan Schuster, Knut Jahreis, Christoph Kaleta

## Abstract

**Background:**

The pyruvate dehydrogenase regulator protein (PdhR) of *Escherichia coli *acts as a transcriptional regulator in a pyruvate dependent manner to control central metabolic fluxes. However, the complete PdhR regulon has not yet been uncovered. To achieve an extended understanding of its gene regulatory network, we combined large-scale network inference and experimental verification of results obtained by a systems biology approach.

**Results:**

22 new genes contained in two operons controlled by PdhR (previously only 20 regulatory targets in eight operons were known) were identified by analysing a large-scale dataset of *E. coli *from the Many Microbes Microarray Database and novel expression data from a *pdhR *knockout strain, as well as a PdhR overproducing strain. We identified a regulation of the glycolate utilization operon *glcDEFGBA *using chromatin immunoprecipitation and gel shift assays. We show that this regulation could be part of a cross-induction between genes necessary for acetate and pyruvate utilisation controlled through PdhR. Moreover, a link of PdhR regulation to the replication machinery of the cell via control of the transcription of the *dcw*-cluster was verified in experiments. This augments our knowledge of the functions of the PdhR-regulon and demonstrates its central importance for further cellular processes in *E. coli*.

**Conclusions:**

We extended the PdhR regulon by 22 new genes contained in two operons and validated the regulation of the *glcDEFGBA *operon for glycolate utilisation and the *dcw*-cluster for cell division proteins experimentally. Our results provide, for the first time, a plausible regulatory link between the nutritional status of the cell and cell replication mediated by PdhR.

## Background

The pyruvate dehydrogenase complex of *Escherichia coli *is encoded by the operon *pdhR-aceE-aceF-lpdA*. The first gene encodes the pyruvate dehydrogenase complex regulator (PdhR), which functions as a transcriptional regulator in a self-regulatory manner for this operon [1]. The multi-enzyme complex of the pyruvate dehydrogenase complex consists of 24 subunits of the pyruvate dehydrogenase (*aceE*), 24 subunits of the dehydrolipoate acetyltransferase (*aceF*), and 12 subunits of the dehydrolipoamide dehydrogenase (*lpdA*). This complex catalyses the formation of acetyl-CoA from pyruvate, which subsequently enters the TCA cycle [2]. Thereby the complex regulates the metabolic flux at the pyruvate node, which connects glycolysis and the TCA cycle.

The pyruvate dehydrogenase complex regulator (PdhR) belongs to the Gnt family of transcription factors [3] and is regulated by a pyruvate-sensing mechanism [1]. While PdhR represses the transcription of its target genes, the pyruvate-bound state of the regulator is not able to bind DNA. PdhR controls not only the transcription of the multi-enzyme complex of the pyruvate dehydrogenase complex, but also targets the *ndh *and *cyoABCDE *operons (genes encoding proteins for electron transport), which leads to the hypothesis that PdhR functions as a master regulator of genes involved in energy production and the following terminal electron transport from NADH to oxygen [4]. Furthermore, a connection between central metabolism and iron transport has been described by the regulation of the *fecABCDE *operon (genes for ferric citrate transporter) by PdhR [5]. The *tomB-hha *operon (antitoxin (TomB)-toxin (Hha)-module) [4] and the genes *hemL *(glutamate-1-semialdehyde aminotransferase) [4], *yfiD *(pyruvate formate-lyase subunit) [6], and *lipA *(lipoate synthase) [7] are also directly controlled by PdhR.

Since PdhR plays an important role in the control of metabolic flux, we aimed to identify further targets of this regulator. For this purpose we set out to identify potential targets of regulation by PdhR in a large-scale microarray dataset of *E. coli *from the Many Microbes Microarray Database [8]. Moreover, we constructed a *pdhR*-knockout and a PdhR-overproducing strain and studied their transcriptome on a variety of growth media. Following this analysis, we identified four potential binding sites of PdhR. Using chromatin immunoprecipitation (ChIP) in combination with quantitative PCR and gel shift assays we discovered that the *glcDEFGBA *operon (genes for glycolate utilisation, malate synthase) as well as the *mraZW-ftsLI-murEF-mraY-murD-ftsW-murGC-ddlB-ftsQAZ-lpxC *transcription unit (genes for proteins involved in cell division) are controlled by PdhR. Our results thus further underline the central importance of PdhR for the control of metabolism and its involvement in cell division by providing a link to the nutritional status of the cell. In consequence, we further support the notion that PdhR is an important component of the transcriptional regulatory network of *E. coli *[9].

## Results

The outline of our study is presented in Figure 1.

**Figure 1:**
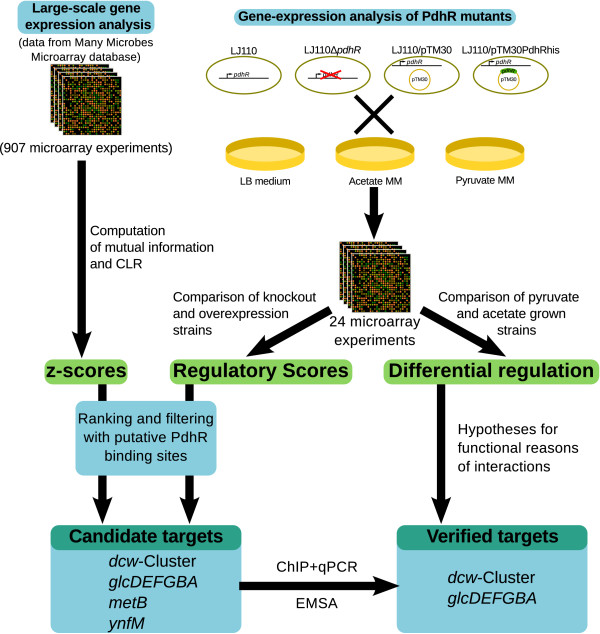
**Outline of the analysis**.

### Construction of a *pdhR *deletion mutant and investigation of the phenotype on different media

The deletion mutant LJ110Δ*pdhR *was constructed as described in Methods. After confirming the genotype by PCR, the strains LJ110 and LJ110Δ*pdhR *as well as LJ110/pTM30 and LJ110/pTM30PdhRhis were investigated regarding their phenotypical growth behaviour. For this purpose strains were grown overnight and inoculated into various fresh media. Growth behaviour was observed by measuring the change in optical density. The growth rates μ [h^-1^] are given in Table 1.

**Table 1:** Effect of *pdhR *deletion and overexpression on growth

Strain	LB, μ [h^-1^]	MM glucose μ [h^-1^]	MM glycerol μ [h^-1^]	MM acetate μ [h^-1^]	MM pyruvate μ [h^-1^]
LJ110	1.29 +/- 0.01	0.59 +/- 0.07	0.42 +/- 0.01	0.17 +/- 0.02	0.21 +/- 0.07
LJ110Δ*pdhR*	1.25 +/- 0.06	0.20 +/- 0.019	0.19 +/- 0.02	0.07 +/- 0.02	0.22 +/- 0.00
LJ110/pTM30	1.28 +/- 0.02	0.60 +/- 0.00	0.41 +/- 0.01	0.14 +/- 0.03	0.20 +/- 0.02
LJ110/pTM30PdhRhis	1.26 +/- 0.01	0.53 +/- 0.00	0.43 +/- 0.01	0.13 +/- 0.03	0.19 +/- 0.01

Strains with different genotypes regarding *pdhR *were grown in rich medium (LB) and minimal medium (MM) supplied with glucose, glycerol, acetate or pyruvate as carbon source. The growth rate was determined in the mid logarithmic phase.

When grown in complex LB medium, neither the *pdhR *deletion mutant nor the PdhRhis overexpression strain differed in their growth behaviour from the parental strains. In contrast, when grown in minimal media supplemented with glucose, glycerol, or acetate as carbon source, a severe growth defect of the *pdhR *deletion mutant was observed. This phenotype emerged regardless of the carbohydrate source. Interestingly, this growth defect did not occur when cells were grown in minimal medium supplemented with pyruvate. Since the transcription factor PdhR is inactivated by pyruvate, the deletion is of no consequence under these conditions. Overproduction of the transcription regulator in minimal medium did not affect growth behaviour, as was observed in rich medium.

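RNA from 4 strains was hybridised, in one colour, to 24 Agilent arrays. The strains were LJ110, the E. coli K-12 parental strain, and LJ110ΔpdhR, and also LJ110/pTM30 with the empty plasmid and LJ110/pTM30PdhRhis with the plasmid for his-tagged PdhR. Each strain was grown in LB and in phosphate minimal medium with 0.2% pyruvate or 0.2% acetate, in 2 replicate series, called A and B, so that each strain and medium has 2 arrays. Arrays are named here by series and number. Numbers 1 to 4 are the LB cultures, 5 to 8 the pyruvate cultures and 9 to 12 the acetate cultures, each time in the order of strains given above. The paper left out 3 arrays, A8 (LJ110/pTM30PdhRhis, pyruvate), B6 (LJ110ΔpdhR, pyruvate) and B7 (LJ110/pTM30, pyruvate), because they were not clearly attributable to their culture condition, and values are given first over its 21 arrays and then over all 24. The authors deposited the scanner output of each array, with background-corrected intensities per spot that are not normalized between arrays. Each array holds 11494 spots that are not controls, and none of them was saturated. Of the spots for K-12 genes, between 97.5% and 99.5% were well above background on each array, with a median of 98.7%. Outlier spots, which were left out, numbered between 17 and 77 on 23 of the arrays and 558 on A5 (LJ110, pyruvate). The log2 intensities were quantile-normalized over the arrays, which is the normalization the methods name for the quality check, and spots of one probe were averaged. Tests were made with limma on the 4230 probes (4205 genes) well above background on at least 2 of the 21 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Knockout and overexpression scores are means of log2 ratios within a medium and series, over 5 and 4 pairs of arrays. The number of arrays limits the precision of every value.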

To get a more detailed insight into the effect of the chromosomal *pdhR *deletion and PdhR overproduction on the transcriptome, we analysed the gene-expression profiles of these strains under various growth conditions using microarrays.

### Elucidating further targets of PdhR in a systems biology approach

We used three different approaches to infer further targets of PdhR. Firstly, we identified putative targets of regulation by PdhR through the analysis of a large-scale gene-expression data set from the Many Microbes Microarray Database (M*^3D^*, [8]).

Secondly, we analysed microarray data from a PdhR overproducing and a *pdhR *knockout strain. Thirdly, we inferred putative phylogenetically conserved binding sites of PdhR on a genome scale using a previously described approach [7].

In the first approach, we determined an association score (z-score) indicating the significance of a regulation of each gene in the genome of *E. coli *by PdhR. These scores were determined from 907 gene-expression experiments, stored in M*^3D^*, using the context-likelihood of relatedness algorithm [5]. 

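The pdhR gene (b0113), which was manipulated, was read first on all 24 arrays, since it checks the labels. Its quantile-normalized log2 signal was between 11.51 and 14.92 on the LJ110 arrays of series A and between 10.83 and 13.89 on the arrays labelled LJ110/pTM30 of series A. On all LJ110/pTM30PdhRhis arrays of both series, A8 included, it was 19.02, the highest signal of any K-12 probe on the array. The arrays labelled LJ110/pTM30 of series B (B3, B7 and B11) also had pdhR at 19.02, a value that quantile normalization gives to the first-ranked probe of every array. Under the 75th percentile, the arrays labelled PdhRhis differed from those labelled pTM30 in pdhR by -0.21 in LB, 0.06 in pyruvate and -0.14 in acetate in series B, and by 5.72 or more in series A. The signal was 17.51 on B1, the array labelled LJ110 in LB of series B, against 12.27 on the LJ110 array of series A in the same medium, while the other LJ110 arrays of series B had 13.74 and 14.18. On the arrays labelled LJ110ΔpdhR it was between 17.02 and 18.43, above the series A arrays of LJ110, although the gene is deleted in this strain. Among them B6, which the paper left out, had 18.30. The lacI gene, which was at 18.63 or more on every array of a plasmid strain and at 13.05 or less on every array without one, was on the side of the label on all 24 arrays. Directions that rest on the arrays labelled LJ110/pTM30 of series B or on B1 therefore rest on libraries whose pdhR signal goes against the label, and the pdhR signal does not show the deletion on the arrays labelled LJ110ΔpdhR.

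**Figure D1:**
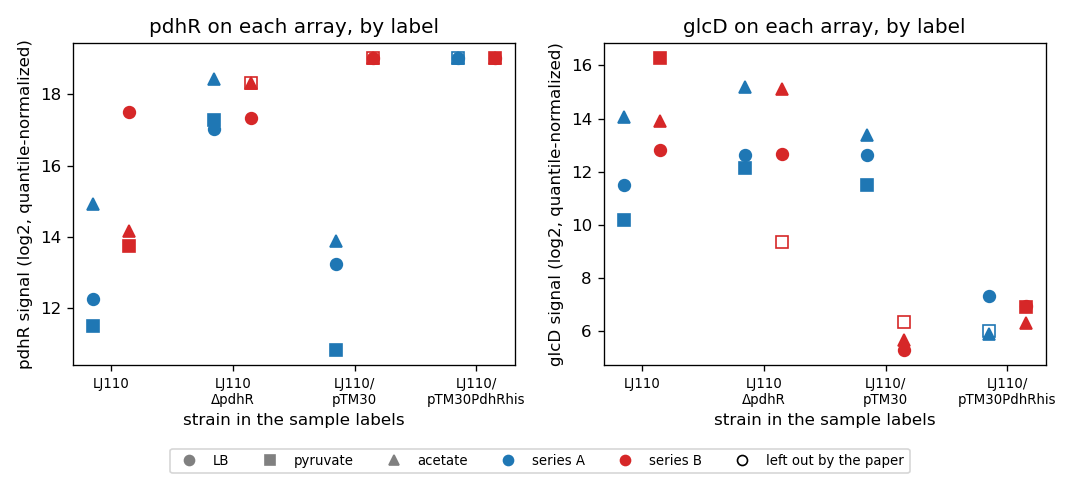
Signal of pdhR (left) and glcD (right) on each of the 24 arrays, as quantile-normalized log2 values on the vertical axis, by the strain in the labels on the horizontal axis. Blue is series A and red series B, circles are LB, squares pyruvate and triangles acetate, and open symbols are the 3 arrays the paper left out. The pTM30 arrays of series B lie at 19.02 for pdhR and between 5.28 and 6.34 for glcD, while those of series A lie between 10.83 and 13.89 and between 11.49 and 13.39.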

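With the pairs as labelled, no probe had a knockout, overexpression or regulatory score past the threshold in limma (0 of 4230 each), while 274, 403 and 378 probes had an unadjusted p under 0.05. With A8, B6 and B7 included the counts were also 0, with 230, 269 and 204 probes at an unadjusted p under 0.05. The alternative that moved all 3 counts was series A alone, where no pTM30 array has pdhR at the highest level, with 3 probes (3 higher), 8 probes (1 higher and 7 lower) and 8 probes (8 higher). The 8 for the regulatory score were the known targets ndh, aceE and aceF, with glcD, glcG, glcB and the probes of b2978. The latter belong to the operon that the study picked on these arrays, series A included. The knockout score called pdhR, ndh and aceF, and pdhR was the 1 probe higher under overexpression. Normexp background correction gave 8 probes for the knockout score, all lower, and the fit without pairs gave 1 each for the knockout and overexpression scores. The highest regulatory score was that of ndh (b1109), 3.00 (standard error 0.546, adjusted p = 0.531 from limma), with a knockout score of 3.31 ± 2.05 (SD, n = 5 pairs, higher in 5) and an overexpression score of -2.69 ± 1.75 (SD, n = 4 pairs, lower in 4). In series A alone it was 4.00 and passed (adjusted p = 0.0034).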

In the second approach, we obtained a regulatory score that corresponds to the strength of the effect of a knockout as well as an overproduction of PdhR on the expression of each gene during growth on three different media. In the third approach, we searched for putative phylogenetically conserved binding sites of PdhR in the upstream region of each gene of *E. coli*. We identified putative binding sites in the promoter regions of 363 operons containing 642 genes.

To identify further potential targets of PdhR, we sorted all genes in whose promoter region we identified a putative binding site of PdhR independently according to their z-scores and regulatory scores. The results of this analysis are displayed in Table 2. Thus, we found that particular genes belonging to the *dcw *cluster - which is important in cell division [10] - are the top-ranking targets according to their z-score. In contrast, genes of the *glcDEFGBA *operon, which are important in glyoxylate and glycolate utilisation, are enriched among the targets identified from the regulatory score. In addition to these two operons, we selected *ynfM *and *metB *as likely targets of a regulation by PdhR. 

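The glcDEFGBA operon is represented by 5 genes, glcD (b2979), glcF (b2978), glcG (b2977), glcB (b2976) and glcA (b2975). No probe is named for glcE. The number b2978, which 2 probes carry, is an older number of both glcE and glcF in the RefSeq table, so it is not known which of them the probe given here as glcF measures. Over the paper's 21 arrays the mean regulatory score of the 5 genes was 1.30, made up of a knockout score of 0.77 and an overexpression score of -1.84, and each of the 5 genes lay above 0. Tested as a set with limma's fry on the 4 genes measured in every pair, the operon did not pass the threshold (p = 0.0546), while an exact sign-flip permutation test on the mean of the measured genes in each of the 9 pairs, two-sided and chosen after this was seen, gave p = 0.0469, which is 0.0703 when adjusted over the 3 sets tested. Camera passed with its preset correlation (p = 4.1e-04) and not with the correlation estimated from the data (p = 0.106). For glcD the regulatory score was 1.85 (standard error 0.84, adjusted p = 0.554), and 4 of the 5 genes passed the threshold when adjusted over the list alone and 0 over all probes. In series A alone it was 3.92 (adjusted p = 0.0053). As the study picked the operon on these arrays, series A among them, none of these tests of it is independent evidence. The mean ratio of the arrays labelled PdhRhis to those labelled pTM30 was -3.57 in LB and -4.32 in acetate in series A, and 0.30 and 0.24 in series B, where pdhR was the first-ranked probe on both arrays of each pair. Leaving out a series moved the mean regulatory score most, to 0.0958 without series A and to 2.47, past the threshold in fry, without series B. The mean over all 24 arrays was 0.59 and passed in neither test (p = 0.481 in fry and p = 0.464 in the exact permutation test). The knockout ratio in LB of series B, -0.25, is taken against B1, whose pdhR signal also goes against its label. The pairs that include an array the paper left out gave -2.67 (A8), -6.33 (B6) and 0.15 (B7). From the regulatory scores in Table 2, the paper states that genes of the operon are enriched among the targets.

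**Figure D2:**
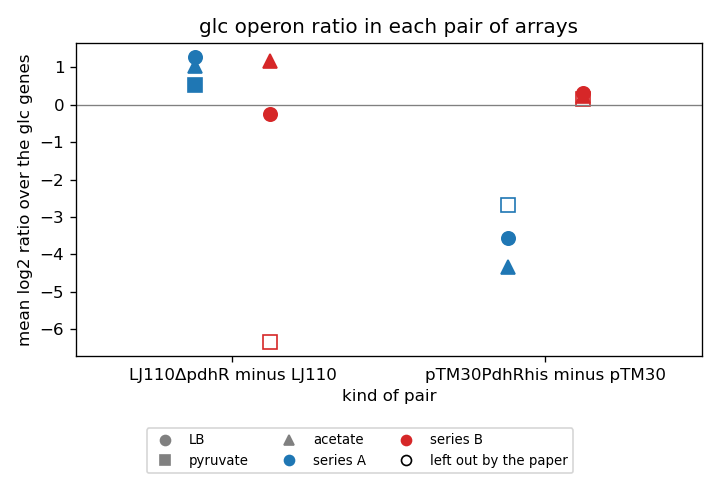
Mean log2 ratio of the measured glc genes in each pair of arrays (4 in the knockout pair of pyruvate in series A, where glcF has no ratio, and 5 in the others), on the vertical axis, for knockout pairs (left) and overexpression pairs (right). Blue is series A and red series B, circles are LB, squares pyruvate and triangles acetate, and open symbols are pairs with an array the paper left out. The overexpression pairs of series A lie between -4.32 and -2.67 and those of series B between 0.15 and 0.30.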

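The ynfM gene (b1596) had a quantile-normalized log2 signal of 16.46 ± 0.67 (SD, n = 5 arrays) in pyruvate, 11.72 ± 1.18 (SD, n = 8 arrays) in acetate and 11.04 ± 0.55 (SD, n = 8 arrays) in LB over the paper's 21 arrays. With a term for strain, the difference between pyruvate and acetate was 4.79 (standard error 0.39, adjusted p = 1.6e-07 from limma), and every pyruvate array lay above every acetate array. It was the second largest increase of the 4230 probes, after yahO with 5.28. With the 24 arrays the difference was 4.41 (adjusted p = 2.2e-05), above the 3.56 of yahO. A8 had 17.23, B6 14.32 and B7 15.20, all above the highest acetate array at 13.60. Leaving out series A changed the call, with a difference of 4.66 and an adjusted p of 0.0530.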

We selected *ynfM *since it encodes a putative transport protein belonging to the major facilitory superfamily of transporters [11] and displays a marked increase of expression during growth on pyruvate, thereby being a potential pyruvate transporter (Additional File 1). Moreover we identified *metB*, which encodes an enzyme in methionine biosynthesis, as a putative target of PdhR.

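The metB gene (b3939) had a regulatory score of 0.74 (standard error 0.43, adjusted p = 0.598 from limma). Its knockout score was -0.17 ± 0.52 (SD, n = 5 pairs, higher in 2), within the spread between pairs, and its overexpression score was -1.66 ± 2.22 (SD, n = 4 pairs, lower in 4). The overexpression score rests mostly on acetate in series B, where the pair was at -4.95 and the array labelled pTM30 (B11) had pdhR as high as its partner. Without that pair the regulatory score was 0.195. Including the arrays left out, the score was 0.71 (adjusted p = 0.969), and the pairs with A8, B6 and B7 were at 1.55, 1.37 and -2.96.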

**Table 2:** Identification of further targets of PdhR

Targets sorted by z-score				Targets sorted by regulatory score			
ID	Gene	Regulatory score	z-score	ID	Gene	Regulatory score	z-score
b1109	ndh*	2.913	7.803	b1109	ndh*	2.913	7.803
b0091	*murC***^$^**	-0.030	5.958	b0114	aceE*	2.250	5.866
b0115	aceF*	2.008	5.883	b4467	*glcF***^$^**	2.181	0.275
b0114	aceE*	2.250	5.866	b0115	aceF*	2.008	5.883
b0088	*murD***^$^**	-0.013	5.623	b2579	yfiD*	1.973	0.805
b0090	*murG***^$^**	-0.015	4.773	b2979	*glcD***^$^**	1.853	1.709
b0089	*ftsW***^$^**	0.073	4.664	b4467	*glcF***^$^**	1.163	0.275
b0084	*ftsI***^$^**	0.140	4.556	b2975	*glcA***^$^**	1.144	0.400
b0082	*mraW***^$^**	-0.056	4.297	b2977	*glcG***^$^**	1.056	2.315
b0087	*mraY***^$^**	0.086	4.229	b2601	*aroF*	1.051	1.723
b0125	*hpt*	0.002	4.149	b3828	*metR*	1.035	1.449
b3613	*envC*	-0.005	3.938	b2976	*glcB***^$^**	0.977	2.124
b0628	lipA*	-0.075	3.914	b1596	*ynfM*	0.927	0.007
b4052	*dnaB*	-0.018	3.864	b2600	*tyrA*	0.915	2.065
b0085	*murE***^$^**	0.167	3.659	b2505	*yfgH*	0.820	0.425
b0822	*ybiV*	0.284	3.653	b0333	*prpC*	0.729	0.021
b2683	*ygaH*	-0.077	3.628	b0331	*prpB*	0.713	0.024
b0436	*tig*	-0.260	3.620	b3939	*metB*	0.677	2.667
b4290	fecB*	0.315	3.561	b3547	*yhjX*	0.668	2.931
b0083	*ftsL***^$^**	0.119	3.536	b3426	*glpD*	0.659	0.904

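The regulatory scores of genes ranked by the z-score and of genes ranked by the regulatory score itself were computed from the same 9 ratios. The z-scores come from a compendium not analysed here. Of the 20 genes ranked by z-score, 13 had a regulatory score above 0, with a median of 0.05. When adjusted over the list alone 3 passed the threshold, namely ndh, aceE and aceF, which were known targets before, and no other gene of the list did. The 16 genes of the dcw cluster, mraZ to lpxC, had a mean regulatory score of 0.09, with 13 above 0 and 0 past the threshold over the list alone. As a set they did not pass in fry (p = 0.116) or in the exact sign-flip permutation test (p = 0.152). Camera passed with the preset correlation (p = 0.0450) and not with the estimated one (p = 0.368). The highest of them was mraZ (b0081) with 0.32 (standard error 0.13, adjusted p = 0.543), and the lowest was mraW with -0.04 (standard error 0.14, adjusted p = 0.938). The mean ratio of the cluster in the knockout pairs was 0.20, and in the overexpression pairs 0.01. The mean regulatory score over the 24 arrays was 0.0036 (p = 0.919 in fry and p = 0.981 in the exact permutation test), and the overexpression pairs with A8 and B7 were at 0.74 and -0.10 and the knockout pair with B6 at -0.25. The 20 entries ranked by regulatory score name glcF more than once and so hold 19 genes. Of these, 19 were above 0 and 15 passed the threshold over the list alone, which is not independent evidence because the study ranked them on these arrays. Over all probes 0 of either list passed. Scores of both lists include the pTM30 arrays of series B, whose pdhR signal goes against the label.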

Top-ranking genes with putative phylogenetically conserved binding sites of PdhR sorted according to z-scores (first four columns) and regulatory scores (last four columns). Previously known targets of PdhR are marked with "*" and new targets confirmed in this study with "$". Additionally to the new experimentally validated targets indicated in the above table, a regulation of *mraZ*, *murF*, *ddlB*, *ftsQ*, *ftsA*, *ftsZ *and *lpxC *by PdhR was confirmed as they are part of the operon that forms the *dcw*-cluster.

### Verifying four predicted binding sites by ChIP and qPCR

The analysis of our DNA microarray data combined with the data from databases, revealed new operons and pathways which might be regulated by PdhR. In the first experimental step four potential binding sites were chosen for further verification.

We tested the putative PdhR binding sites within the operator fragments of the genes *glcD *(encodes a subunit of the glycolate oxidase), *mraZ *(encodes a conserved protein in front of the *dcw *cluster), *metB *(encodes homocysteine transmethylase), and *ynfM *(encodes an unknown transporter protein) by chromatin immunoprecipitation (ChIP) and quantitative PCR (qPCR). Therefore, a culture which expresses his-tagged PdhR was grown in LB medium. The transcription regulator was cross-linked to chromosomal DNA. After cell lysis and shearing the DNA, DNA-repressor complexes were co-precipitated, the crosslinking reversed, and the DNA purified. This DNA was used as template DNA in the qPCR to compare the amounts of precipitated DNA fragments containing the described binding sites.

Results are shown in Figure 2. For the tested primer pairs, the amount of PCR product for the *ptsG *gene that is not regulated by PdhR, served as a negative control PCR and was set as 1. DNA fragments of the known binding target for PdhR self-regulation in front of the *pdhR *gene were enriched by a factor of 11.6 in the assay. The qPCR revealed an enrichment of DNA fragments which contain the putative binding sites for PdhR in front of the genes *glcD *and *mraZ *by a factor of 1.84 and 1.72, respectively, that are statistically significant (Figure 2).

**Figure 2:**
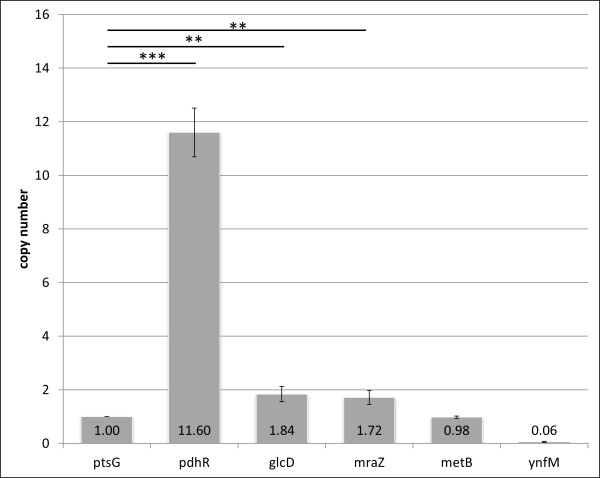
**Results of the ChiP and qPCR experiments**. His-tagged PdhR was crosslinked to DNA and purified. The co-precipitated DNA was analysed for the frequency of copies, which contain the putative binding sites of PdhR. The operator fragment of the not controlled *ptsG *gene was set as 1. The amount of DNA fragments which contain the known self-regulating pdhR binding site of *PdhR *was enriched to 11.6 times more copies compared to the negative control. The *glcD *and *mraZ *operator fragments occur to be 1.8 and 1.7 more abundant than the control fragment. The *metB *DNA fragment was detected with the same frequency as the control fragment and the *ynfM *binding site was observed to be less precipitated than the negative control. The data are mean values with standard deviations of three experiments. The statistical significance of the binding of PdhR to *pdhR*, *glcD *and *mraZ *if compared to the control by a One-Way-ANOVA test is indicated by asterisks (***: p-value < 0.001, **: p-value < 0.01).

No enrichment was found for the putative PdhR target sequences in front of the genes *metB *(factor 0.98) and *ynfM *(factor 0.06). The applied growth conditions in complex rich medium might not be suitable for the detection of all PdhR-DNA interactions, although the overproduction of PdhRhis should facilitate binding, also to DNA fragments which might be bound with low affinity.

### Verifying three binding sites *in vitro *by gel shift assays

In a second experimental step, three putative binding sites were further investigated. The binding activity of PdhR towards the binding sites in front of the genes *glcD*, *mraZ *and *metB *were also analysed by electrophoretic mobility shift assays. His-tagged PdhR was purified and incubated with fluorescence labelled DNA fragments. A complex formation of DNA and repressor protein leads to an electrophoretic retardation and thus a shifted fluorescence signal of the DNA fragment. The results are shown in Figure 3. The binding of purified PdhR to the known binding site of the operator region in front of the *pdhR *gene was observed. The same binding activity was detected for the region in front of the *glcD *gene, whereas the complex with the predicted binding site in front of the *mraZ *gene was much weaker. A complex with the DNA binding site of the *metB *gene was not detected in this *in vitro *approach.

**Figure 3:**
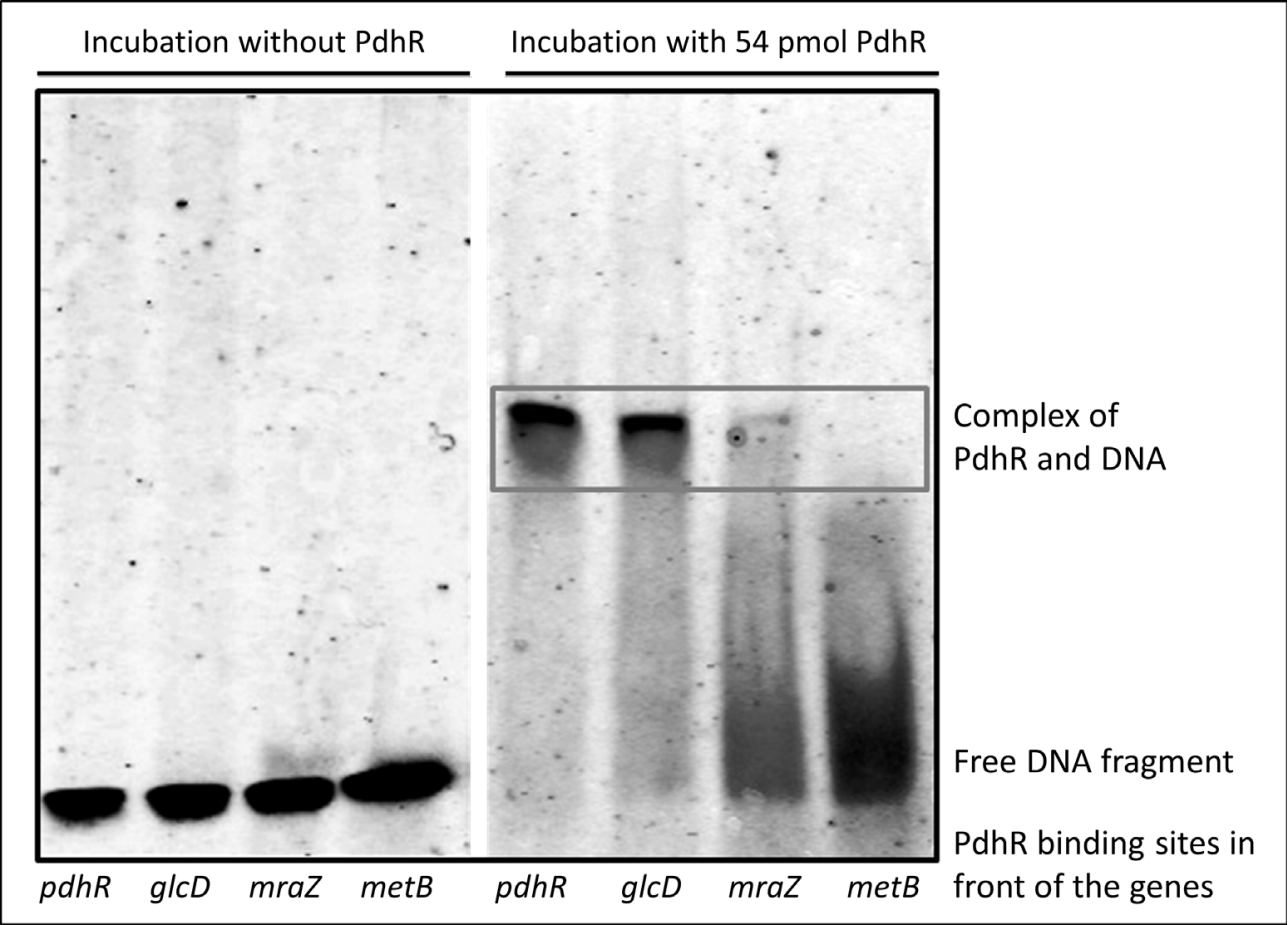
**Electrophoretic mobility shift assays**. The investigated binding sites in front of the genes *pdhR*, *glcD*, *mraZ*, and *metB *are displayed on the lower line. The left hand panel demonstrates an assay for 0.1 pmol of each DNA fragment without PdhR. For the assay shown on the right hand site, samples were incubated with 54 pmol purified PdhR prior to electrophoresis. Complex formation of regulator protein and DNA fragment leads to a shifted DNA-signal, which is assigned by the grey box. A strong PdhR-DNA complex is detected for the binding site in front of the *pdhR *gene for the known self-regulation. The same binding activity was monitored for the *glcD *binding site. Very weak affinity of PdhR was detected towards the *mraZ *binding site, nevertheless a small amount of shifted DNA was observed. No complex formation of PdhR with the binding site in front of *metB *gene was monitored.

### Assessing the global architecture of the PdhR regulon

Pertaining to the large number of processes regulated by PdhR we furthermore determined its mean expression level over the mean expression levels of all transcription factors of *E. coli *in the microarray data of M*^3D^*. Previously it was found that the number of targets of a transcriptional regulator correlates with its expression level [12]. The expression level of PdhR is close to the median of expression levels of all transcription factors. This suggests that while controlling distinct key cellular processes, PdhR does so by controlling a selected number of target genes rather than a large number of target genes like other global transcriptional regulators.

## Discussion

### Regulation of *glcDEFGBA *by PdhR

The *glcD *gene is the first gene of the transcription unit *glcDEFGBA*. This unit encodes the glycolate oxidase (GlcDEF), a small conserved protein of unknown function (GlcG), the malate synthase G (GlcB), and a glycolate transporter protein (GlcA). The operon is activated by GlcC during growth on glycolate and transcribed as a polycistronic message. The expression also depends on the integrative host factor (IHF) and is repressed by the respiratory regulator ArcA-P [13]. Glycolate and acetate are degraded via the common intermediate glyoxylate. Glyoxylate is an important intermediate of the central metabolism under conditions when acetate or fatty acids are the main carbon and energy source and is metabolised using the so-called glyoxylate bypass [14-16]. There are two isoenzymes, the malate synthases A and G (AceB and GlcB) that convert glyoxylate into malate. Both proteins belong to the acetate (AceB, encoded in the *aceABK *operon) or the glycolate/glyoxylate pathway (GlcB), respectively. Both operons are similarly controlled by the factors IHF and ArcA-P and can fulfil redundant roles via cross-induction [13] to avoid the toxic accumulation of glyoxylate.

The commonly assumed route for pyruvate assimilation proceeds via the phosphoenolpyruvate synthase PpsA which allows gluconeogenesis from this compound. However, in a previous study it was found that the expression level of PpsA is suboptimal for growth on pyruvate [17]. This suggests that alternative routes may exist for pyruvate assimilation. The glyoxylate shunt could serve this purpose as it allows gluconeogenesis from the pyruvate derivative acetyl-CoA. This hypothesis is supported by the observation that the genes for PpsA and the glyoxylate shunt enzymes, AceA and AceB, did not show noticeable differences in expression during growth on acetate and pyruvate (Figure. 4). Moreover, we find that several genes which encode enzymes involved in the conversion of pyruvate into acetate are strongly upregulated in pyruvate grown cultures as compared to acetate grown cultures. Thus, a transcriptional regulation of the malate synthase GlcB, which is part of the *glcDEFGBA *operon and also part of the glyoxylate shunt, would allow the cell to control gluconeogenesis from pyruvate via the glyoxylate shunt (Figure. 4).

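Over the 21 arrays, ppsA (b1702) differed by -0.30 between pyruvate and acetate (standard error 0.25, adjusted p = 0.307 from limma), aceA (b4015) by -0.32 (standard error 0.32, adjusted p = 0.423) and aceB (b4014) by 0.01 (standard error 0.39, adjusted p = 0.987). All of these lie within the spread between arrays: the mean log2 signal of ppsA was 14.80 ± 0.80 (SD, n = 5 arrays) in pyruvate and 15.13 ± 0.29 (SD, n = 8 arrays) in acetate. Leaving out B8 (LJ110/pTM30PdhRhis, pyruvate) changed the call for ppsA, to -0.63 (adjusted p = 0.0142). The 3 differences over all 24 arrays were -0.23, -0.24 and -0.20, none of them past the threshold. On A8, B6 and B7, ppsA had 14.70, 15.31 and 15.13, aceA 18.43, 18.83 and 17.90, and aceB 16.11, 15.43 and 15.21. In the same operon, aceK (b4016) fell by 1.50 in pyruvate (standard error 0.48, adjusted p = 0.0137), and without B8 by 1.07 (adjusted p = 0.0709). It also lost the call in LJ110 alone, at -0.59, and without series A, at -1.80 (adjusted p = 0.240), and over all 24 arrays it was at -1.24 (adjusted p = 0.0393), with 16.34 on A8 and 14.17 on both B6 and B7. The paper proposes, from an earlier study in which the level of PpsA expression was suboptimal for growth on pyruvate, that the glyoxylate shunt could serve the assimilation of pyruvate, and names the lack of noticeable differences in ppsA, aceA and aceB in favour of it.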

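The genes of pyruvate oxidase, acetate kinase and phosphate acetyltransferase were higher in pyruvate. The difference was 2.25 for poxB (b0871, standard error 0.52, adjusted p = 0.0014 from limma), 2.08 for ackA (b2296, standard error 0.31, adjusted p = 3.1e-05) and 1.29 for pta (b2297, standard error 0.20, adjusted p = 4.0e-05). For ackA and pta every pyruvate array lay above every acetate array, while for poxB the ranges overlapped, from 11.39 in pyruvate to 12.00 in acetate. All 24 arrays gave differences of 1.44, 1.90 and 1.30, each past the threshold. On A8, B6 and B7, poxB had 12.65, 10.48 and 11.15, ackA 12.52, 14.55 and 15.27, and pta 11.86, 12.94 and 13.89, so that A8 lay within the acetate range for ackA and pta, and B6 and B7 for poxB. Without series A, poxB was at 0.72 (adjusted p = 0.642), ackA at 2.51 (adjusted p = 0.0859) and pta at 1.28 (adjusted p = 0.141). In LJ110 alone, poxB (2.53, adjusted p = 0.0541) and pta (0.93, adjusted p = 0.0688) were short of it.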

**Figure 4:**
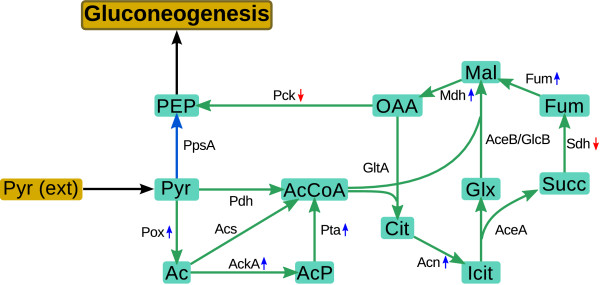
**Pathways involved in pyruvate metabolism**. Pyruvate (Pyr) can either be converted directly into phosphoenolpyruvate (blue arrows) or by utilising other pathways via the glyoxylate shunt and adjacent reactions (green arrows). Genes encoding enzymes that are on average more than twofold up- or downregulated in pyruvate grown cultures in comparison to acetate grown cultures are indicated by blue arrows (up-regulation in pyruvate grown cultures) and red arrows (down-regulation in pyruvate grown cultures). Enzyme abbreviations: AceA, isocitrate lyase; AceB/GlcB, malate synthase; Acn, aconitase; Acs, acetyl-CoA-synthetase; AckA, acetate kinase; Fum, fumarase; GltA, citrate synthase; Mdh, malate dehydrogenase; Pck, phosphoenolpyruvate carboxykinase; Pdh, pyruvate dehydrogenase; Pox, pyruvate oxidase; PpsA, phospoenolpyruvate synthase; Pta, phosphate acetyltransferase; Sdh, succinate dehydrogenase. Metabolite abbreviations: Ac, acetate; AcP, acetyl-phosphate; AcCoA, acetyl-CoA, Cit, citrate; Glx, glyoxylate; Icit, isocitrate; Succ, succinate; Fum, fumarate; Mal, malate; OAA, oxaloacetate; PEP, phosphoenolpyruvate; Pyr, pyruvate.

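The 24 genes set against Figure 4 were those for its enzymes together with aceK, which its caption does not name. Of these, 12 passed the threshold between pyruvate and acetate over all probes, and 10 of them changed at least 2-fold, aceK included in both counts. The succinate dehydrogenase genes sdhC, sdhD, sdhA and sdhB (b0721 to b0724) lay between -1.49 and -1.26, with adjusted p-values from 0.0011 to 0.0080. Of the aconitase genes, acnA (b1276) differed by 1.95 and acnB (b0118) by -0.58 (adjusted p = 0.133), and of the fumarase genes, fumA (b1612) differed by 1.21, fumB by 0.19 and fumC by 0.07. The mdh gene (b3236) was at -0.12 (standard error 0.22, adjusted p = 0.668), within the spread between arrays, and pckA (b3403) at -0.92 (standard error 0.33, adjusted p = 0.0235), less than a 2-fold change. The acs gene (b4069) was at 1.82 (standard error 0.80, adjusted p = 0.0599) and passed without A3 (1.79, adjusted p = 0.0483), without B3 (1.85, adjusted p = 0.0339), without B8 (2.92, adjusted p = 0.0011) and without series B (3.01, adjusted p = 0.0034), while without series A it was at -0.29. The gltA gene (b0720) was at 0.07. Of the pyruvate dehydrogenase genes, lpd (b0116) was at -0.99 (adjusted p = 0.0081), less than a 2-fold change. The aceE and aceF genes, at 0.06 and -0.24, did not pass, and aceF passed without series B (-0.81, adjusted p = 0.0404). The call of lpd was lost over all 24 arrays (-0.62, adjusted p = 0.0859), in LJ110 alone (-1.17) and without series A (-0.87). The acnB gene passed under the 75th percentile with -0.83 and with the slide as a block with -0.85, where fumA, at 0.70, did not. Without series A, where pyruvate has 2 arrays, sdhA (-1.07), sdhB (-0.70), sdhC (-1.36), sdhD (-1.21), acnA (1.29), fumA (0.82) and pckA (-0.63) did not pass. In LJ110 alone the 4 sdh genes, from -1.10 to -0.92, and fumA, at 0.90, fell short as well, and sdhB did without A7, at -0.91. The call of pckA was also lost without A5 (-0.84), A6 (-0.90) or B8 (-0.81), with the slide as a block (-0.94), with the 2 media alone (-0.95) and in LJ110 alone (-1.03). When all 24 arrays were used, sdhA was at -1.12, acnA at 1.27, fumA at 1.15, mdh at 0.03 and pckA at -0.34 (adjusted p = 0.444). On A8, B6 and B7, sdhA had 14.87, 14.35 and 14.91, acnA 13.67, 12.88 and 12.63, fumA 11.89, 10.97 and 11.30, acs 15.30, 13.01 and 13.88, mdh 15.07, 14.73 and 15.52, and pckA 15.64, 15.87 and 15.63.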

Extending the results of Pellicer and colleagues [13] who found a cross-induction of genes required for glycolate and acetate assimilation, our findings show that this cross-induction might also extend to genes activated during growth on pyruvate. This is supported by the regulation of the *glcDEFGBA *operon by PdhR and the finding, that many genes known to be upregulated during growth on acetate show no marked difference in expression during growth on acetate and pyruvate, while genes which encode enzymes that convert pyruvate into acetate are strongly upregulated during growth on pyruvate but not on acetate.

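The genes of the glcDEFGBA operon did not pass the threshold between pyruvate and acetate over the 21 arrays, with differences from -0.63 for glcG to 0.99 for glcA and adjusted p-values of 0.165 or more in limma. The arrays of one medium lay far apart, with glcD between 5.68 and 15.20 in acetate. Without series B, whose pTM30 arrays have pdhR at the highest level, glcD (-2.53), glcG (-2.66), glcB (-2.01) and glcF (-2.41) were lower in pyruvate and passed, and glcA, at 0.05, did not. The pTM30 arrays are not the only difference between the series. On single LJ110 arrays, glcD was 10.17 in pyruvate and 14.05 in acetate in series A, and 16.29 and 13.91 in series B. In series A, pyruvate and acetate arrays also lie on different slides. The differences with A8, B6 and B7 included ran from -1.35 for glcD to 0.37 for glcA, and none passed. On these arrays glcD had 6.01, 9.36 and 6.34. Of genes with no difference past the threshold between pyruvate and acetate, aceB had a difference of LB minus acetate of -3.28 (standard error 0.34, adjusted p = 3.8e-07) and aceA of -2.19 (standard error 0.28, adjusted p = 4.0e-06), so that both were higher in acetate.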

### Regulation of cell division by PdhR

MraZ is a protein of unknown function and is encoded in the transcription unit *mraZW-ftsLI-murEF-mraY-murD-ftsW-murGC-ddlB-ftsQAZ-lpxC *which represents the *dcw *cluster [10]. This unit encodes proteins involved in cell division and peptidoglycan biosynthesis. The expression of these genes is regulated in a highly sophisticated manner in order to time the cell division precisely (Figure 5). The gene products of this operon need to be synthesised at the correct time in the correct amount, and cell division has to be prevented when stress conditions prevail. It was shown that the *mraZ1p *promoter leads to transcription up to the *ftsW *gene [10]. The whole unit is also postulated to be transcribed in one message from the *mraZ1p *operator to the very distal gene *lpxC *[10]. Furthermore, there are many other promoter structures described or predicted in the cluster. Five transcription starts can be identified in the 5' region of the cluster. This regulation also includes repression by LexA binding to three identified SOS boxes. The transcriptional repressor LexA inhibits expression of genes involved in response to DNA damage and DNA replication inhibition in the so-called SOS response [18]. The repressor is inactivated by RecA-dependent cleavage after DNA damage [19].

**Figure 5:**
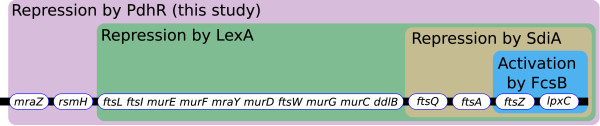
**Regulatory control of the *dcw*-cluster**. Transcription factors controlling the *dcw*-cluster. Sets of genes controlled by the same transcription factor are indicated by coloured boxes. Boxes with gene names indicate the transcriptional structure of the *dcw*-cluster. Every new box corresponds to a new transcription unit that is postulated to be transcribed until the distal end of the cluster. Adapted from EcoCyc [37].

At the 3' end of the cluster, six promoters have been identified that contribute to the correct timing and concentration of the *ftsZ *gene product which is essential for cell division [20]. Their expression is balanced by the promoters being constantly expressed gearbox promoters. These gearbox promoters are σ^s ^dependent promoters for growth rate regulation, inversely growth rate dependent-, and housekeeping promoters [21]. Additionally, an SdiA (**S**uppressor of the cell **d**ivision **i**nhibitor) dependent mechanism is integrated, which couples expression regulation to a quorum-sensing mechanism. Moreover, activation by the phosphorylated RcsB regulator (**R**egulator **c**apsule **s**ynthesis **B) **was shown.

For normal cell growth and correct division, a balance between the 5' and 3' encoded genes of the *dcw *cluster is required (for more details on *dcw *regulation see [10] and references therein).

Even though many regulatory mechanisms for the *dcw *cluster have already been identified, it is still not known how a link between the metabolic status of the cell and cell division is established. The pyruvate dehydrogenase complex regulator could fulfil this function, since it provides a cue to the nutritional status of the cell by sensing the pyruvate concentration. For instance, during growth on glucose, PdhR acts as a flux sensor for the glycolytic flux [22] that can serve as a proxy for the nutritional status of the cell. In the case of a high glycolytic flux, indicated by higher levels of pyruvate, the negative influence of PdhR on the *dcw *cluster is reduced whereas it is increased by a low glycolytic flux resulting in low pyruvate levels.

The influence of the metabolic status on cell division by PdhR is reflected by a high z-score in the large-scale analysis of microarray experiments. It is also experimentally supported by the fact that we detected a statistical significant enrichment of the *mraZ *operator binding site for PdhR by a factor of 1.7 in the *in vivo *assay. Up to this point we had only been able to detect very weak binding in our *in vitro *assays. This weak binding *in vitro *might be due to the complex regulation of the *dcw *cluster which most likely requires further interacting partners that we could not provide in our *in vitro *experiments.

## Conclusions

Taken together, we identified 22 new target genes contained in two operons controlled by PdhR using a bioinformatic and an experimental approach. 

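Between pyruvate and acetate, 2344 of 4230 probes passed the threshold in limma over the 21 arrays, 1095 higher and 1249 lower in pyruvate, and 1388 of them changed at least 2-fold. Between LB and acetate 2238 probes passed, 1204 of them with at least a 2-fold change, and between LB and pyruvate 2326 passed, 1424 of them with at least a 2-fold change. The counts over all 24 arrays were 1730, 2054 and 2122. With the slide as a block they were 1762, 1799 and 2174, and without series A, where the pyruvate arrays are B5 and B8, 25, 1179 and 415. The median correlation across probes of the pyruvate arrays A5, A6 and A7 with the acetate arrays was 0.835, 0.838 and 0.791, against 0.944, 0.940 and 0.927 with the other pyruvate arrays. For B5 it was 0.867 against 0.938, and for B8 0.897 against 0.860. These correlations are across probes, which are not independent replicates. On A8, B6 and B7 the correlation with the acetate arrays was 0.934, 0.954 and 0.946. Among probes past the threshold whose pyruvate and acetate arrays did not overlap over the 21 arrays, the largest increases in pyruvate were in yahO (5.28), ynfM, yccJ (4.32), wrbA (4.23) and dps (4.20), and the largest decreases in pyrB (-7.41), carA (-6.36), cspH (-6.01), pyrI (-5.67) and cspF (-5.54). All 10 kept their direction and the call over all 24 arrays, from 2.94 for dps to 4.41 for ynfM and from -5.27 for pyrB to -4.01 for pyrI. Without series A, ynfM (4.66), yccJ (2.55), wrbA (2.47), dps (2.41) and pyrI (-4.35) did not pass. The log2 signal of pyrB was at most 8.68 on the pyruvate arrays of the 21 and at least 13.15 on the acetate arrays, and on A8, B6 and B7 it was 8.35, 14.88 and 15.31.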

The regulation of the *glcDEFGBA *operon and *glcB *in particular, as well as the comparison of gene-expression of acetate and pyruvate grown strains demonstrated that the metabolic state of the cell in both conditions is very similar. In particular, we found that in addition to the direct route to gluconeogenesis through the phospoenolpyruvate synthase, alternative pathways for the conversion of pyruvate to acetate appear to be activated and thus provide additional substrates for gluconeogenesis through action of the glyoxylate shunt.

Moreover, we have identified the *dcw*-cluster containing proteins required for cell division as a further regulatory target of PdhR. Through this regulatory interaction, we have established a plausible link between the nutritional status of the cell and cell replication which was not known to date. These results further support the hypothesis that PdhR is an important regulator of diverse processes of the cell by controlling a selected set of target genes rather than a large number of target genes like other global regulators (Figure 6). Thus, we have also demonstrated that, apart from being a central hub of metabolic fluxes, the pyruvate node exerts control on many aspects of bacterial physiology. In consequence, PdhR represents a promising target for further studies aimed at understanding central aspects of the interplay between metabolism and other cellular processes.

**Figure 6:**
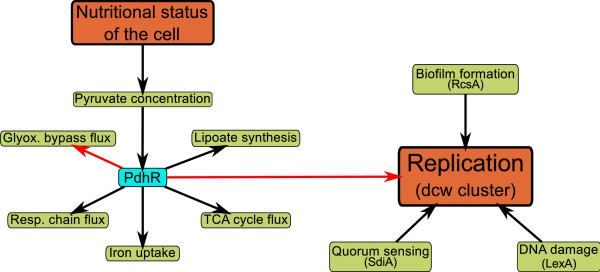
**A new view on the PdhR regulon**. PdhR acts as an important regulator of many cellular processes. The newly discovered regulation of the *dcw*-cluster by PdhR moreover provides an avenue through which the nutritional status of the cell can influence the replication process. Interactions drawn in red have been identified in this work.

## Methods

### Experimental procedures

#### Bacterial strains, plasmids and media

The *Escherichia coli *K-12 strains LJ110 [23] and LJ110Δ*pdhR *(this study) were grown in Luria-Bertani broth (LB) or standard phosphate minimal medium [24] supplemented with 0.2% carbon source. When carrying the plasmids pTM30 [25] or pTM30PdhRhis [7], ampicillin was added in a concentration of 50 mg/liter. Cells were incubated at 37°C with shaking.

For overproduction of his-tagged PdhR the strain JM109 [26] was transformed with pTM30PdhRhis and gene expression induced with 1 mM IPTG. For construction of a *pdhR *deletion mutant, the strain BW25113 and the plasmids pKD4 and pKD46 [27] were used. If necessary, kanamycin was added in a concentration of 25 mg/liter.

For the deletion of the *pdhR *gene we followed the protocol of Datsenko and Wanner [27]. A 1728 bp PCR product was generated by standard PCR with the primer pair Pdhr_wanner+ (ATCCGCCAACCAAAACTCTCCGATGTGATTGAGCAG CAACTGGGTGTAGGCTGGAGCTGC) and Pdhr_wanner- (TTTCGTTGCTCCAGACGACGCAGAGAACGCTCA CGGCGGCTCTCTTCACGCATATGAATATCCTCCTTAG) and the plasmid pKD4 as template. The PCR product containing the kanamycin resistance cassette with flanking regions that are homologous to chromosomal sequences at the 5' and 3' end of the *pdhR *gene was purified with the Wizard DNA purification system (Promega), DpnI treated and further enriched by ethanol precipitation. In the next step it was transformed into BW25113 carrying pKD46. Transformants grown on LB plates with kanamycin were picked and the successful integration of the resistance cassette was verified by PCR using different primer combinations of k1 (CAGTCATAGCCGAATAGCCT), k2 (CGGTGC CCTGAATGAACTGC), kt (CGGCCACAGTCGATGAATCC), pdhr_downstream (TGATTTACAACATCTTCTGG) and pdhr_upstream (TGACTTCGGCAAGTGGCTTAAGAC). The chromosomal deletion of the *pdhR *gene in the BW25113 strain was then transduced into the strain LJ110 via P1 *vir *transduction generating the strain LJ110Δ*pdhR *following protocols by Arber [28] and Lengeler [29].

#### Determination of the growth rate

To determine the growth rate μ, cultures were grown overnight. The next day 10 ml medium was inoculated to an optical density_650/420 _= 0.1 and the OD was measured every hour. The growth rate μ was determined during the mid-logarithmic phase.

#### Sample preparation for microarray analysis

Cells were grown in LB- or minimal medium containing appropriate carbon sources and antibiotics. 1 × 10^9 ^cells (LB medium: OD_600 _= 1, 1 ml culture; minimal medium: OD_420 _= 0.5, 4 ml culture) were directly added to two volumes of RNAprotect Bacteria Reagent (Qiagen), mixed by shaking and incubated for 5 min at room temperature. Cells were pelleted by centrifugation (5,000 rpm, 10 min), the supernatant was removed and the pellet stored at -80°C.

#### DNA microarray hybridization and analysis

Total RNA was isolated from the cells using the protocol accompanying the RNeasy Mini Kit (Qiagen; Hilden, Germany). Quality and integrity of the total RNA was controlled on an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies; Waldbronn, Germany). 200 ng of total RNA were applied for Cy3-labelling reaction using the MessageAmp II-Bacteria Kit according to supplier's recommendation (Ambion; Kaufungen, Germany). As a result of IVT (in vitro transcription) reaction using aminoallyl-dUTP antisense aRNA were generated and subsequently coupled with fluorescent dye Cy3. Cy3-labeled aRNA was hybridized to Agilent's 8 × 15 k *E. coli *microarray (Agilent Technologies; Waldbronn, Germany, AMADID 020097) for 16 h at 68°C and scanned using the Agilent DNA Microarray Scanner. Expression values (raw data) were calculated by the software package Feature Extraction 10.5.1.1 (Agilent Technologies; Waldbronn, Germany) using default values for GE1_105_Dec08 extraction protocol. Further data manipulation was applied according to section «Analysis of expression data from *pdhR *knockout and overexpressing strains». Gene-expression data has been submitted to Gene Expression Omnibus under the accession number GSE31333.

#### Chromatin immunoprecipitation

Chromatin immunoprecipitation based on a protocol from Jeremiah Faith (http://www.jeremiahfaith.com/open_notebook_science/ C.3 ChIP Protocols and [5]) was adapted with changes. 50 ml of LB medium in a 500 ml flask were inoculated with an overnight culture of LJ110/pTM30PdhRhis to an OD_650 _= 0.1 and grown for 30 min. The expression of the transcription factor was induced with 100 μM IPTG. At an OD_600 _= 1 15 ml culture were crosslinked using 37% formaldehyde in a final concentration at 1%. Crosslinking was performed by inverting the culture containing tube 10 times at room temperature. In the next step, cells were pelleted by centrifugation (3500 g, 10 min) and washed twice in cold PBS. The lysis of the cells and immunoprecipitation was performed using the μMACS™ His Isolation Kit (Miltenyi Biotec). The pellet was re-suspended in 1 ml of lysis buffer. 100 μl lysozyme (10 mg/ml) were added and incubated for 30 min on ice. Subsequently 10 μl 4-(2-aminoethyl)-benzensulfonylfluorid (AEBSF) (100 mM) and 10 μl RNAseA (10 mg/ml) were added and the sample was incubated another 30 min on ice. After cell lysis the DNA was sheared on ice by sonication using the Branson Digital Sonifier UNITS Models S-250D. The samples were sonified for 30 sec at 20% power and incubated on ice for one minute. Sonication was repeated four times. 900 μl of the sample were stored at -80°C. The remaining 100 μl were used for determining the sharing rate and incubated with 10 μl proteinase K (10 mg/ml) and 345 μl H_2_O_dd _at 65°C overnight to reverse crosslinking. The DNA was cleaned up using the GeneJet PCR purification Kit (Thermo Fisher) and run on a 1.5% agarose gel. The sharing range was determined to range from 200 bp to 1000 bp with an average size of DNA fragments around 500 bp. The immunoprecipitation was carried out using the μMACS Anti-His MicroBeads to isolate his-tagged PdhR protein from the sample following the manufactures' instructions. The 900 μl sample was thawed on ice and incubated with the magnetic beads, loaded onto the column and washed with buffers supplemented with the kit. The native DNA-protein-MicroBead complex was eluted in 100 μl TE buffer. The isolation of his-tagged PdhR protein was checked by analyzing 5 μl of the elution fraction by SDS-PAGE and Western blot analysis. Crosslinking was reversed by incubation of the remaining 95 μl of the elution fraction at 65°C overnight. 1 μl of proteinase K was added and the sample incubated at 45°C for two hours. In the next steps the DNA was separated from proteins and MicroBeads by a phenol/chloroform extraction. 0.5 ml phenol/chloroform was added and the sample mixed for 5 min. After one minute of incubation without mixing, the sample was mixed again for 2 min. The last two steps were repeated three times. Phase separation was carried out by a centrifugation step at 13000 rpm for 5 min. The DNA containing phase was transferred into a new cup and 1/10 volume of Na-Acetate (3 M, pH 6) and 1 ml ethanol were added. The sample was placed at -20°C overnight, centrifuged (13000 rpm, 30 min, 4°C), and washed in 80% ethanol. The pellet was air-dried and resuspended in 100 μl TE.

#### Quantitative PCR

Quantitative PCR was performed using the iCycler Thermal Cycler from BioRad. The qPCR was run in 25 μl reactions containing 12.5 μl Maxima™ SYBR Green qPCR Master Mix (Thermo Fisher), 2.5 μl primer+ and 2.5 μl primer- (10 pmol/μl), 5.5 μl H_2_O_dd _and 2 μl of the DNA which was co-precipitated, purified and concentrated. One DNA sample was used as template in six PCR reactions with each of the six primer pairs to compare the relative amount of PCR product. The primer pairs were chosen that they surround the putative binding site and give products of a length between 200 and 300 bps. The primers were checked in a standard endpoint PCR that they only amplify one product of the desired length. An annealing temperature of 51°C was determined to be suitable for all primer pairs. Therefore the reaction with all primer pairs could be run in the same qPCR. The primers are listed in Table 3. The results were analyzed with the qbase^PLUS ^software (Biogazelle).

**Table 3:** Primer pairs for qPCR

Binding site	Sequence 5'-3'	
PdhR_op_	CACAGTTTCATGATTTC	+
	GAGAGTGCCTTCGAG	-
GlcD_op_	CGGACCTCGTGCACAG	+
	GTGCCATCAGTACCG	-
MraZ_op_	AACGGTGATGACGATG	+
	GGTAGGCACTGATAAG	-
MetB_op_	GTGTAATGCACCTGTC	+
	AACCCGCTACGCACTG	-
YnfM_op_	ATGCAGCTCTTCCGC	+
	TTCTCAGTGTCGCTTG	-
PtsG_op_	GTCGGTAAATCGCTGATGCTGCC	+
	CAACAACTGCGGCCAGCGC	-

#### Purification of his-tagged PdhR

His-tagged PdhR was produced and purified as described earlier [7].

#### Gel shift assays

Assays were carried out as described previously [7]. All DNA probes were generated by annealing equimolar amount of fluorescence labeled primers (Thermo Fisher Scientific) of the known or predicted PdhR binding sites. The primers are listed in Table 4; binding regions are marked in grey.

**Table 4:** Fluorescence labeled primers for gel shift assays

Binding site	Sequence 5'-3'	Label
PdhR_op_	**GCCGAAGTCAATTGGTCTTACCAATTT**CATGTCTGTG	5'DY682
	CACAGACATG**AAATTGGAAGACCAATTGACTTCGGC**	5'DY782
GlcD_op_	CTATCTCTTT**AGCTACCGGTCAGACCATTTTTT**TTCCAGCTCT	5'DY682
	AGAGCTGGAA**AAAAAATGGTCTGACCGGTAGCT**AAAGAGATAG	5'DY782
MraZ_op_	TCGGTATGCC**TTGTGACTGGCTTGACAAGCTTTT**CCTCAGCTCC	5'DY682
	GGAGCTGAGG**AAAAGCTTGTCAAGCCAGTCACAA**GGCATACCGA	5'DY782
MetB_op_	AACGGCTATT**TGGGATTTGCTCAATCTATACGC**AAAGAAGTTT	5'DY682
	AAACTTCTTT**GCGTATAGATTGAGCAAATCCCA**AATAGCCGTT	5'DY782

### Bioinformatics procedures

#### Large-scale analysis of gene expression data from M*^3D^*

To elucidate further targets of PdhR we used data from 907 microarray experiments stored in M*^3D ^*[8]. We used the implementation of the context-likelihood of relatedness algorithm [5] provided in the R-package DTInfer [7] to determine potential targets of PdhR. In short, we computed the mutual information between the expression of *pdhR *and each gene of *E. coli *across the 907 microarray experiments. The significance of each of the mutual information values was estimated by computation of a z-score. This z-score is the square root of the sum of squares of two scores: the z^1 ^and the z^2^-score. For the mutual information value *I(i, j) *between the expression vectors of gene *i *and gene *j*, z^1 ^corresponds to the relative position of *I(i, j) *in the distribution of all mutual information values involving gene *i *and z^2 ^to the relative position of *I(i, j) *in the distribution of all mutual information values involving gene *j*. Since we were interested in regulatory targets of PdhR we subsequently discarded z-scores for all interactions not involving PdhR. By sorting genes according to their z-scores, we obtained a ranking of genes according to their likelihood to be regulated by PdhR. The z-scores of regulatory interactions involving PdhR are given in Additional File 1.

#### Analysis of expression data from *pdhR *knockout and overexpressing strains

To provide an independent line of evidence, we determined the gene expression of four different strains of *E. coli *on three different media. The four strains corresponded to *E. coli *LJ110, a *pdhR *knockout mutant (LJ110Δ*pdhR*), the parental strain carrying an empty plasmid (LJ110/pTM30) and the parental strain overproducing PdhR (LJ110/pTM30PdhRhis). These strains were cultivated on Luria-Bertani broth (LB), standard phosphate minimal medium supplemented with acetate and standard phosphate minimal medium supplemented with pyruvate. We obtained an overall 24 microarray experiments from two biological replicates of each of these cultivations as described above.

To analyse the quality of the microarray data, the raw gene-expression data were quantil-normalized using the package 'preprocessCore' of the Bioconductor Software [30]. The probes with low signal intensity were discarded for further analysis. In order to exclude samples that are not clearly attributable to their culture condition, the following quality check was performed. The high dimensional space of the gene expression data was mapped to a two- or three-dimensional space using the nonlinear Sammon projection method [31] implemented in the R package 'MASS' [32]. To detect possible outliers in the set of samples a model-based clustering approach using the R package mclust [33] was performed. This analysis identified three of the 24 microarrays that were not clearly attributable to culture conditions and were thus discarded from the subsequent analysis. 

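The quality check was repeated on all 24 arrays with the Sammon projection of MASS to 2 dimensions and model-based clustering with mclust, on quantile-normalized values. The Bayesian information criterion picked 1 cluster, in which no array can stand apart from its medium, and did so too under the 75th percentile, normexp and no filter on dim probes. Under the stricter filter and in 3 dimensions it picked 2 clusters, the LB arrays and all others, so that pyruvate and acetate arrays were not told apart. A fixed number of 3 clusters, chosen after this was seen, set apart the same 3 arrays that the paper left out, A8, B6 and B7, and in 3 dimensions B8 as well. With a distance of 1 minus Pearson's correlation, 6 arrays stood apart (A7, A8, B3, B6, B7 and B8), and with the authors' processed values 1 did (B3). The median correlation of A8, B6 and B7 across probes was 0.894, 0.855 and 0.868 with the other pyruvate arrays and was higher with the acetate arrays. B8 (LJ110/pTM30PdhRhis, pyruvate), which the paper kept, was also nearer the acetate arrays, with 0.897, than the pyruvate arrays, with 0.860. Each of the other 20 arrays correlated best with its own medium.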

To detect genes that were particularly affected by overexpression and knockout of *pdhR*, we determined for each gene *i *in each medium an average overexpression *o_i _*and an average knockout score *k_i _*as follows. Overexpression scores were determined by subtracting the log expression values of the strain carrying the empty plasmid from the overexpression strain. Knockout scores were obtained by subtracting the log expression value of the parental strain from the knockout strain. Due to the three discarded microarray experiments we thus obtained five knockout and four overexpression scores for each gene. For each gene the average knockout and average overexpression score was determined as average over the knockout and overexpression scores, respectively. Finally, we obtained a regulatory score over all microarrays by subtracting, for each gene, the overexpression score from the knockout score. Since PdhR is known to repress the transcription of most of its targets, we expect known targets of PdhR to have a high regulatory score in our experiments. 

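Of 19 known targets other than pdhR named in the background of the paper, 13 had a regulatory score above 0 over the 21 arrays, with a median of 0.16 and a mean of 0.56. As a set they did not pass in fry (p = 0.178), the test set before, while the exact sign-flip permutation test, chosen later, gave p = 0.0430, which is 0.0703 when adjusted over the 3 sets. Camera passed with the preset correlation (p = 0.0333) and not with the estimated one (p = 0.355). When adjusted over the list alone, 3 passed the threshold, and over all probes 0 did. After ndh, the highest were aceE (b0114) with 2.33 (standard error 0.48, adjusted p = 0.531), aceF (b0115) with 2.09 (standard error 0.48, adjusted p = 0.531) and yfiD (b2579) with 2.05 (standard error 0.74, adjusted p = 0.531). The cyo genes were below 0, down to -0.36 for cyoC. The mean over the 24 arrays was 0.62, short of the threshold in fry (p = 0.101) and, once adjusted over the 3 sets, in the exact permutation test (p = 0.0352, adjusted p = 0.106), with the pairs of A8, B6 and B7 at 0.69, 2.51 and -0.36. Series A alone gave a mean of 0.88, past the threshold in fry, and aceE (3.36, adjusted p = 0.0107) and aceF (3.14, adjusted p = 0.0034) passed there. The exact test of its 5 pairs gave 0.0625, the smallest p they allow.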

The regulatory scores of all genes are given in Additional File 1.

#### Identification of candidates for experimental validation

To identify potential candidates for experimental validation of potential interactions we determined for each gene of *E. coli *whether we could identify a putative phylogenetically conserved transcription factor binding site of PdhR in its upstream region as described previously [7]. In brief, we aligned known binding sites of PdhR using the R-package *cosmo *[34] with the promoter region of each gene. If we thus identified a DNA sequence that resembled known binding sites of PdhR, we checked whether the corresponding region coincides with a part of the promoter known to be phylogenetically conserved upstream of genes in ten proteobacterial genomes [35,36]. We identified potential binding sites of PdhR in the promoter regions of 363 operons containing 642 genes. We ranked the genes in this list independently according to the z-score of a regulation by PdhR and according to the regulatory score obtained from our own microarray experiments. The top-ranking 20 candidates in either of both lists are displayed in Table 2.

#### Comparison of gene-expression between acetate and pyruvate grown cultures

Since no transporter for pyruvate is known in *E. coli *to date, we aimed to identify the corresponding gene(s) by comparison of gene-expression between acetate and pyruvate grown cultures. Thus, we computed average fold-changes between acetate and pyruvate grown cultures. The gene with the strongest overexpression possessing a putative phylogenetically conserved binding site of PdhR was *ynfM*. This gene encodes a transporter belonging to the major facilatory superfamily of transporters with yet unknown function. Moreover, *ynfM *showed a high regulatory score in the comparison of PdhR-knockout and overexpression strains (Additional File 1). These results led us to hypothesize that *ynfM *is a pyruvate transporter in *E. coli*. However, complementation studies in a mutant strain that does not grow on pyruvate minimal medium could not confirm these results (data not shown).

## Authors' contributions

AKG, ÖK and RoG conducted the experiments. CK, WSH, ÖK and RoG analyzed the microarray data. CK, KJ, SS, UR and ReG designed research. AKG, KJ, CK, ÖK and WSH wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Results of gene-expression analysis**. Gene expression data, z-scores, regulatory scores and information on the position of detected binding sites. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

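Gene expression was measured on 24 single-colour Agilent arrays, 1 for each of 4 strains in 3 media and 2 replicate series. Conditions were taken from the sample labels, the methods and Additional file 1, which also names the 3 arrays the paper left out. The labels were kept as given throughout, also where the pdhR signal goes against them.

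The authors deposited the output of Agilent's Feature Extraction software (version 10.7.3.1 in the headers, 10.5.1.1 in the methods), whose processed signal is a background-corrected intensity per spot, not normalized between arrays. Each of the 10751 probes of the authors' series table was set against the mean intensity of the same probe in the deposited scanner output, and at least 10491 per array matched within a relative difference of 0.001. The table was used only as an alternative. From the deposited intensities the log2 was taken, control spots and outlier spots were left out, arrays were quantile-normalized with limma (preprocessCore was not used here) and spots of one probe were averaged. The normexp alternative used the median signal of each spot with an offset of 50, since the files used hold no mean signal. The methods describe quantile normalization for the quality check. The authors' fold changes per pair in Additional file 1, of which 848 of 4234 lines were read, match differences of log2 intensities after subtraction of each array's mean, with a correlation of at least 0.999 across probes and a median offset within 0.0060, so mean centring was added as an alternative after the data had been seen. The sheet with the changes between acetate and pyruvate was read for 1999 of 4234 lines.

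The array has 4234 probes for 4209 K-12 genes by b-number. In the RefSeq gene table, 4052 matched directly and 115 through an older number, and 42 had no match. No coordinates are given, because the files name no genome build. A gene with several probes is given by its brightest probe. The paper lists 2 values for glcF and 2 probes carry its older number, b2978, which is also that of glcE. Nothing pairs them, so the paper's values for glcF are not compared.

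Knockout, overexpression and regulatory scores were tested with limma on 5 knockout and 4 overexpression ratios within a medium and series, the pairing that the methods describe, with 1 coefficient per kind of pair. The regulatory score is the knockout minus the overexpression score, divided by 2, as Table 2 prints it, where the methods give the difference itself. Gene sets were tested with fry and camera, and, after the results were seen, with an exact sign-flip permutation test of the pairs, computed 12 times, for 3 sets over the 21 arrays, all 24 and each series, and adjusted over the 3 sets. Media were compared with limma on single arrays, with terms for medium and strain. The named genes are those the paper names for the array data and the 5 largest changes each way among probes past the threshold that changed one way on every array. This rule, the main tests and the alternatives were fixed before the data were examined, apart from those named as added.

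The alternatives were the 75th percentile and normexp in place of the main normalization, the authors' series table, no filter or a stricter filter on dim probes, the mean over the probes of a gene, all 24 arrays, no replicate block or a block, the slide as a fixed or random block, LJ110 alone, the compared media alone, each array or pair left out in turn, and each series left out.

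On simulated data with the spread of the real arrays and 200 of 4026 probes changed, the tests recovered 71.5% of them for the knockout score, 62.5% for the overexpression score, 85.5% for the regulatory score and 77.0% between pyruvate and acetate, with 9 to 11 false calls. Every simulated change was at least 2-fold and equal on all arrays of a strain or medium. For the scores it was opposite in LJ110ΔpdhR and LJ110/pTM30PdhRhis, and the spread was independent between arrays. No simulated array went against its label. The shares therefore do not give the power of the real pairs, where ndh, at 3.00, did not pass (adjusted p = 0.531 from limma). R 4.3.3, limma 3.58.1 and mclust 6.1.1 were used.

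The series letters were checked for pairing. The correlation of the differences between series A and B across probes was 0.26 for LJ110 with LJ110ΔpdhR in LB and -0.25 in acetate, and 0.12 and 0.45 for the plasmid strains, so the letters are not shown to pair the cultures by their values. The pairing comes from the methods. No pair of arrays held identical values, and the highest correlation was 0.994. Growth rates, chromatin immunoprecipitation, gel shifts and the compendium z-scores were not analysed here.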

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

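The tests of explanations in this part were chosen after the results were seen, apart from the search for samples far from the others and the test of the knockout score between media.

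The pdhR signal went against the labels on 4 arrays labelled LJ110 or LJ110/pTM30, and was also high on the 6 arrays labelled LJ110ΔpdhR. The arrays labelled LJ110/pTM30 of series B had pdhR at 19.02, a signal the paper's text does not discuss, where those of series A reached 13.89 at most. A swap with the PdhRhis arrays of series B is excluded, because 0 of 3 of those had pdhR at the level of the series A pTM30 arrays. Quantile normalization is excluded as the cause, since under the 75th percentile the lowest series B array still lay 5.44 above the highest of series A. Missing plasmids are excluded, since lacI on these arrays lay at least 5.58 above all arrays without a plasmid. An equal mixture with PdhRhis RNA would lower glcD by about 1 log2 unit, and it fell by 5.15 at the least. What stays open is that these cultures carried the pdhR plasmid or that the arrays bear a wrong label: ndh, aceE, aceF and glcD were lower than on the series A array of the same medium in 10 of 12 comparisons, which is in line with either. The 2 exceptions are aceE and aceF on B7, which the paper left out. No biological explanation was tested.

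B1, labelled LJ110 in LB, had pdhR, ndh, aceE and aceF nearer the LJ110ΔpdhR than the LJ110 LB array of series A in 4 of 4 genes. B2, its LJ110ΔpdhR partner, was nearer the LJ110 array in 0 of 4, so a swap between them is excluded, and under the 75th percentile pdhR on B1 still lay 4.99 above the LJ110 array of series A. That RNA of LJ110ΔpdhR was on this array, or that it bears a single wrong label, remains a candidate explanation. Either would bring the knockout ratio of LB in series B towards 0.

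The pdhR probe was brighter in LJ110ΔpdhR, with a knockout score of 3.59, which the paper's text does not discuss. Additional file 1 lists 3.52105 as the paper's value. Interchanged labels are excluded, as ndh lay above all LJ110 arrays of series A on 6 of 6 arrays labelled LJ110ΔpdhR, as did aceE and aceF. Whether the probe lies outside the deleted part and is read from a derepressed promoter cannot be told apart from other sources by the score of 3.59, because the place of the probe in the gene is not known here.

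The lacI signal, in data the paper does not discuss, was at least 5.58 higher on every array of a plasmid strain than on any array without one. It went with the strain labels on all 24 arrays. Its source was not tested, and the plasmid sequence was not used here.

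The bglG gene was the 1 probe whose knockout ratio differed between media in limma (adjusted p = 0.0305), with -5.11 in pyruvate, and is named because it is the 1 probe called. It was not well above background on 11 of the 12 arrays without a plasmid, so the ratios in LB and acetate give no level, and A5 over A6 is only a bound, at least 6.75-fold higher. The pyruvate value is 1 pair, and rests on A5, where bglG had 6.82 against at most 1.79 on any other array without a plasmid. On arrays with a plasmid bglG was between 2.83 and 5.89. Damage right around the bglG spot on A5 is not borne out: 1.23% of the 81 spots within 5 rows and columns of it were outliers, against 4.85% on the whole array. The spot is at row 34 and column 41, and 85.3% of the outlier spots of A5 lay in the part with low rows and low columns. The test covers only the spots near bglG, so it does not clear that part of the array. The call was lost under normexp, mean centring, no replicate block, the stricter filter and all 24 arrays, with 0 probes each. Growth on pyruvate is argued against, since bglG was at 1.62 on B5, the other LJ110 array in pyruvate. What set A5 apart stays open.

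Among 24 groups of samples searched for a value far from the others, 2 had one, and chance gives about 1 in 20. A5 had 558.0 outlier spots, against 65.0 on the next pyruvate array. Of these, 85.3% lay in 1 of 4 equal parts of the array, against 28.6% to 58.4% on the other arrays, which is consistent with damage in one part. The overexpression ratio of ynfM was -2.27 in acetate in series B, against -0.41 in the next of the 4 pairs; its pTM30 array is B11, whose pdhR signal goes against the label.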

How the results depend on the processing

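Mean centring, crossed acetate pairs and 3 clusters were chosen after the data had been seen, and the other alternatives before.

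The counts of probes with a knockout, overexpression or regulatory score past the threshold, 0 each, were 8 under normexp for the knockout score (all lower), 1 and 1 without the replicate block for the knockout and overexpression scores, and otherwise 0 under each normalization, filter and choice of arrays. With 1 pair or series left out they ranged from 0 to 3, from 0 to 8 and from 0 to 8, the upper values coming from leaving out series B, whose pTM30 arrays have pdhR at the highest level. The cause of the change under normexp was not tested. Every regrouping has at least 0 probes, so the 16 of 16, 8 of 8 and 100 of 100 regroupings with as many say nothing about chance. The largest number in any of them was also 0.

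The mean regulatory score of the glc operon, 1.30, was short of the threshold in fry and passed it under the 75th percentile with 1.32, normexp with 1.23 and mean centring with 1.29, where the fry values lay close to 0.05 on either side. The cause was not tested. With pairs or series left out it lay between 0.0958 (without series A) and 2.47 (without series B), and it also passed without the overexpression pair of series B in LB, with 1.66, or in acetate, with 1.65. It was 0.59 over all 24 arrays, where it did not pass. The mean of the dcw cluster, 0.09, lay between 0.051 and 0.133 with pairs or series left out and passed only without the knockout pair of LB in series B, with 0.12. The known targets, 0.56, lay between 0.22 and 0.88, and passed in fry only without series B. The metB score of 0.74 lay between 0.20 and 1.06 and passed under none of them. The direction of all 4 was positive under every alternative run.

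The number of probes whose knockout score differed between media, 1, was 0 under normexp, with the stricter filter, over all 24 arrays, without the replicate block and under mean centring, 2 with the authors' series table, and between 0 and 1 with a pair left out. Leaving out a whole series gave no value there, because no residual degrees of freedom remain.

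Between pyruvate and acetate 2344 probes passed, and 1187 in LJ110 alone; with arrays left out the count lay between 25 (without series A) and 2464. Between LB and acetate 2238 passed, 969 in LJ110 alone, and between 1179 and 2382 with arrays left out. Between LB and pyruvate 2326 passed, 1429 in LJ110 alone, and between 415 and 2437 with arrays left out. LJ110 alone and series B alone have fewer arrays, but LJ110 alone, with 2 arrays each in pyruvate and acetate, gave 1187 where series B alone gave 25. Of the 2 pyruvate arrays of series B, B8 was nearer the acetate arrays, and the cause was not tested. For each of these counts, 1 of 100 regroupings was as large, the real one, which argues against chance but is the smallest share that 100 allow. The largest counts in the others were 1030, 1066 and 1867. The regroupings took no account of series or slide, so they do not separate medium from slide. With the replicate block the counts were 2316, 2247 and 2332, and with slide as a block 1762, 1799 and 2174. The block changed no call of the scores above other than those named. The difference in ynfM lay between 4.59 and 5.16 with arrays left out, and was 4.66 without series A, where its adjusted p was 0.0530. The difference in glcF between pyruvate and acetate was 0.03 and lay between -2.41 and 1.59 with arrays left out. It reversed to -2.41 (adjusted p = 0.0041) without series B, and the cause was not tested. Among all other values of single genes under the alternatives, 2551 kept their side of the threshold, 21 passed it and 37 fell short of it.

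The number of arrays apart from their medium, 0 because 1 cluster was picked, was 1 with the authors' series table, 6 with Pearson's correlation as the distance, 3 with 3 clusters and 4 with 3 dimensions and 3 clusters. Crossing the acetate knockout pairs between the series gave 0 probes for each score. With a median of 98.7% of K-12 spots well above background, signal over background limits few genes.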

Differences from the paper's values

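The comparison of each value with the paper's was planned, while mean centring and a fixed number of 3 clusters were added after the values were seen. Values were taken to differ where their signs differ or where they lie farther apart than the SD between pairs or, for changes between media, between arrays of a medium, and an alternative reaches or comes within the paper's value where neither holds. With a large SD a value can lie far from the paper's and still not count: the change of glcD between acetate and pyruvate was -1.37279 in the paper and -0.26 here, with an SD of 4.38. Compared were the scores in Table 2, in the list of tested targets and, added after seeing the values, of the other named genes in the part of Additional file 1 that was read, and changes between acetate and pyruvate. By this rule 3 of 63 regulatory scores differed, 5 of 64 knockout scores, 13 of 64 overexpression scores and 6 of 22 changes between acetate and pyruvate.

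The regulatory score of murG was -0.015 in the paper and 0.0009 here, and that of envC -0.005 in the paper and 0.0114 here. Of the alternatives set before, the sign of the paper is reached for murG over all 24 arrays, without the replicate block, and without series B or 1 of 4 pairs (knockout LB A, overexpression LB A or B, knockout acetate B), and for envC without the block, without series A or 1 of 3 pairs (overexpression LB A or B, knockout pyruvate A). Mean centring, chosen after seeing the values, reaches it for both. The others set before do not.

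The overexpression score was 0.301178 in the paper and 0.1783 here for ddlB, -0.00714469 and -0.1290 for ftsA, 0.0308626 and -0.0939 for ftsL, 0.0689197 and -0.0414 for murE, 0.0647047 and -0.0639 for murF, 0.229008 and 0.1006 for murG, 0.173441 and -0.0014 for lipA, and 0.0715694 and -0.0119 for fecE, the paper's value first. All 8 come within the paper's value under mean centring, chosen after seeing the values. Of the alternatives set before, normexp does so for ftsA, murE, murG, lipA and fecE, all 24 arrays for ddlB, murF, murG and lipA, and the 75th percentile and the authors' series table for lipA. Leaving out series A does so for ddlB, ftsA, murG and fecE, and leaving out series B for ftsL, murE, murF and lipA. Leaving out 1 overexpression pair does so for ddlB, murG and fecE (LB A), fecE (acetate A), murG, lipA and fecE (LB B) and ftsL, murE, murF and lipA (acetate B). The others do not.

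The overexpression score of ynfM was 1.21479 in the paper's list of tested targets and -0.79 here, and no alternative comes within it. The list prints 1.21479 in the columns of all 3 scores of ynfM, while the paper's table of targets gives 0.927 as its regulatory score, which did not differ from the 0.95 here.

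The knockout score was 0.224477 in the paper and 0.1411 here for ftsI, 0.0658937 and -0.0494 for mraW, 0.0231371 and -0.0696 for lipA, and 0.0269209 and -0.0799 for hemL. All 4 come within the paper's value under mean centring, chosen after seeing the values. Of the alternatives set before, normexp does so for ftsI and hemL, all 24 arrays for lipA and hemL, leaving out series A for mraW and series B for ftsI, and leaving out 1 knockout pair for ftsI (LB B), mraW (LB A or pyruvate A) and lipA (LB A or acetate A). The others do not.

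Of the scores added after seeing the values, the regulatory score of ddlB was -0.0043935 in the paper and 0.0070 here, reached under normexp, over all 24 arrays, without the replicate block, and without series B or 1 of 2 pairs (overexpression LB A, knockout acetate B). The knockout score of sdhD was 0.0928883 in the paper and -0.0080 here, reached under the 75th percentile and normexp, over all 24 arrays, without the replicate block, and without series B or 1 of 3 knockout pairs (pyruvate A, LB B, acetate B). The overexpression score was 0.0651166 in the paper and -0.0511 here for ygaH, 0.155899 and -0.0223 for aceA, 0.0518155 and -0.1355 for hha, and 0.121617 and -0.0037 for hpt. Of the alternatives set before, all 24 arrays reach it for ygaH, hha and hpt, the 75th percentile and normexp for aceA, leaving out series A for aceA and series B for hha and hpt, and leaving out 1 overexpression pair for ygaH (acetate A or LB B), aceA (LB A or acetate A), hha (acetate B) and hpt (LB B). Mean centring, chosen after seeing the values, reaches the paper's value for all of these but ddlB. The others do not.

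The change between acetate and pyruvate, as pyruvate minus acetate, was -1.40303 in the paper and -5.6723 here for pyrI, and -1.17435 in the paper and -7.4095 here for pyrB, and no alternative comes within either. Set against the value 2 places earlier in gene-number order, a comparison chosen after seeing the values, the values here were -1.19 for pyrI and -1.02 for pyrB. For glcC it was -1.19803 in the paper and 0.5563 here, reached in LJ110 alone and without series A. For aceE it was -0.404497 in the paper and 0.0633 here, reached under the 75th percentile, in LJ110 alone, without series B, without 1 of 6 arrays (A6, A7, A12, B8, B11 or B12) and under mean centring, chosen after seeing the values. For aceK it was -0.374561 in the paper and -1.5000 here, reached over all 24 arrays, in LJ110 alone and without A11, A12, B8 or B12. For gltA it was -0.208447 in the paper and 0.0694 here, reached under the 75th percentile, with the slide as a block, without B8, and under mean centring, chosen after seeing the values. The others set before do not reach these values.

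The paper left out 3 arrays as not attributable to their medium, against 0 here, a number fixed by the choice of 1 cluster, in which no array can stand apart. No alternative set before gives 3. A fixed number of 3 clusters, in 2 or 3 dimensions and chosen after seeing the values, comes within 1.5 times of it, with 3 and 4 arrays.

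Figure 4 marks malate dehydrogenase as higher in pyruvate by more than 2-fold, and mdh was at -0.12 here. It marks phosphoenolpyruvate carboxykinase as lower by more than 2-fold, and pckA fell by 0.92, a 1.89-fold change. A fall past 2-fold was reached under the 75th percentile (-1.11), in LJ110 alone (-1.03), without series B (-1.42), without A7 (-1.01), B5 (-1.04), B11 (-1.15) or B12 (-1.01), and under mean centring (-1.11), chosen after seeing the values. For mdh no alternative reached 2-fold. It marks no change for acetyl-CoA synthetase, and acs was 3.53-fold higher, short of the threshold. It stayed under 2-fold with the slide as a block (0.93) and without series A (-0.29). The paper states that the metabolic state in acetate and pyruvate is very similar, and 2344 of 4230 probes differed between these media here, against 2238 between LB and acetate and 2326 between LB and pyruvate. Over all 24 arrays the counts were 1730, 2054 and 2122, with the slide as a block 1762, 1799 and 2174, with the 2 compared media alone 2113, 2522 and 2183, and without series A 25, 1179 and 415. In these and without A5, A6 or A7, 7 of 36 alternatives, the number between pyruvate and acetate was the lowest. In series A, pyruvate and acetate arrays lie on different slides.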

Other observations

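All tests in this part, the comparison of the series included, were chosen after the results were seen.

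The glc operon differed between series. Its mean regulatory score was higher in series A than in series B by 2.38 (fry p = 0.0022, and p = 0.0118 in camera with estimated correlation). The dcw cluster differed by -0.08 and the known targets by 0.67, neither past the threshold. A hypothesis is that the pTM30 arrays of series B hold overproduced PdhR. The PdhRhis arrays of both series differed in glcD by at most 0.89 within a medium, and the arrays labelled pTM30 by at least 5.15, which is consistent with it. The series are cultures of the same design, so no condition separates them.

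The 3 arrays the paper left out correlated best with the acetate arrays. The slide is argued against as the cause for A8, since the 3 other pyruvate arrays on its slide were nearest pyruvate. For B6 and B7 it cannot be told apart from other causes, since of the 2 other pyruvate arrays on their slide 1, B5, was nearest pyruvate and B8 was nearest acetate. A swap with acetate cultures is excluded, since 0 of 8 acetate arrays were nearest pyruvate. That single arrays hold acetate cultures under a pyruvate label is argued against but cannot be told apart from another state of pyruvate cultures. Of 793 probes whose pyruvate and acetate arrays did not overlap, A8 lay beyond all 8 acetate arrays towards pyruvate on 42.7%, B6 on 43.1% and B7 on 43.4%, while an acetate array left out in turn did so on 8.30% to 32.8% of such probes. A single array against 8 is too few to exclude it. Of single genes, ynfM lay above the acetate arrays on all 3, while pyrB, wrbA, yccJ and dps lay within the acetate range on B6 and B7, and pyrB within the pyruvate range on A8. The cspF gene lay below the acetate arrays on B6 and B7, with 12.96 and 11.82 against at least 13.98. The cspH gene did so on B7, with 10.58 against at least 12.11, and not on B6. On A8, cspF and cspH lay within the acetate range, with 15.34 and 14.08. Another state of these pyruvate cultures stays open and was not tested.

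The paper's column of changes between acetate and pyruvate matched the values computed here for gene numbers below b2978 (r = 0.961 across 1322 genes, 76.9% within 0.2), and did not match in place for 675 genes above it (r = 0.133, 14.8% within 0.2). Only the part of the sheet that was read, which is sorted by this column, was compared, and genes are not independent replicates. Another scale or log base would keep the correlation, and other arrays or another normalization would show below b2978 too, so the values of 0.133 and 0.961 exclude both as the whole cause. Set against the value of the gene 2 places earlier in gene-number order, the column matched above b2978 (r = 0.944, 75.7% within 0.2). Of 13 places tried, up to 6 to either side, the next highest r was 0.271. A hypothesis is that the published column is displaced by 2 places after b2978, the number that 2 probes of the array share. Knockout scores of the same lines show no such break. By this reading the value printed for metB, -1.81989 in the paper, would belong to b3937, which was at -1.93 here, while metB was at -2.38. Displaced, the value here was -1.02 for pyrB, -1.174 in the paper, against -7.46 in place, -1.19 for pyrI, -1.403 in the paper, against -5.74 in place, and -1.22 for aceA, -0.947 in the paper, against -0.22 in place. For glcC and aceK it did not close the gap, with -0.17 where the paper has -1.198 and 0.07 where the paper has -0.375. For Figure 4, mdh was at -0.14 in place and at 1.02 when displaced, the direction the figure marks, but pckA was at -0.82 in place and 0.35 when displaced, and the figure marks it down, and acs was at 1.94 in place and 1.87 when displaced, where the figure marks no change, so the displacement does not account for every arrow.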
